A study of Gallus gallus with 6 samples. Its data were reported in "Comparative Analysis Among Different Species Reveals That the Androgen Receptor Regulates Chicken Follicle Selection Through Species-Specific Genes Related to Follicle Development" (2022).

How the data were processed

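The data are polyA-selected RNA-seq profiles of primary granulosa cells from preovulatory follicles (poGCs) of White Leghorn hens aged 35 to 40 weeks. The cells were cultured for 16 hours in Medium 199 with 5% fetal bovine serum and transfected with AR-siRNA or NC-siRNA with a lipofection reagent. RNA was extracted with TRIzol, and libraries from the NEBNext Ultra kit were sequenced as paired reads of 150 bases. Groups were taken from the sample labels, which give 3 libraries per group with the replicate numbers 2, 3 and 4.

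Reads were trimmed by the authors with Cutadapt, aligned with HISAT2 2.1.0, freed of duplicates with samtools rmdup and quantified with StringTie 1.3.4d on Gallus_gallus-5.0. The study's methods name Ensembl for this genome, whereas the deposited files carry a RefSeq annotation with Ensembl-style chromosome names, so the source of the annotation is uncertain. The deposited table holds expected counts per gene, that is, estimated counts that the authors derived from the StringTie coverage rather than tallies of reads. For 26624 of 26624 genes in each library, the count equalled the coverage in the deposited per-sample files times transcript length divided by 75, rounded up per transcript and summed per gene. The counts were divided by 75 rather than the read length of 150 bases, so they are larger than the number of reads. The per-sample files as deposited also hold coverage and FPKM per transcript. The processing notes of the authors name DESeq2 1.26.0. No statement was found on whether counting used strand, so genes with overlapping exons are reported as uncertain. Coordinates are 1-based positions in Gallus_gallus-5.0 from the deposited files. Gene symbols are those of the files, and 17365 of the 26619 symbols were found in a table of a later annotation, which was used for names only.

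Total counts per library were between 23121710 and 37739905. Of 26624 genes, 4806 had no count in any library and 15749 passed filterByExpr. A count of 0 allows up to 3 fragments (pairs of reads), each of which makes several deposited counts. Counts derived from coverage of PCR-amplified fragments are not independent molecules, so this floor covers counting error only. Between libraries of the same group, the squared difference was between 3.5 and 6.80 times that of counting error (mean chi-square per gene on fragments, genes with a sum of at least 20). On average over such genes, the spread between libraries thus exceeded counting error. The mean was not split by level, so depth may still limit precision for genes with few fragments.

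The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Counts were scaled by TMM factors and AR-siRNA was compared with NC-siRNA by the edgeR quasi-likelihood test (glmQLFit and glmQLFTest, two-sided, group as the only term), with Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p of 0.05 or less. The standard error of a log2 fold change was its size divided by the square root of the F statistic. It rests on deposited counts, several per fragment, so for genes with few fragments it may lie below counting error. An exact permutation test of 3 against 3 libraries cannot give a p under 0.1, and the adjusted p values come from models that share the spread across genes. The pipeline was tested on simulated data built from the spread of these libraries.

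Gene lists were tested with limma camera on log2 CPM (prior count 2) with a preset correlation of 0.01, for lists with at least 5 tested members, adjusted over 27 lists. Camera with an estimated correlation, fry and camera on ranks were run beside it. The lists were steroid synthesis, cholesterol synthesis, fatty acid and lipid synthesis, hormone and growth factor receptors, TGF-beta family signalling, S and G2/M cell cycle genes, cell cycle inhibitors and p53 targets, interferon and double-stranded RNA response, androgen response, ovulation and prostaglandin genes, immediate early genes, ER stress and amino acid response, extracellular matrix and adhesion, solute carriers, potassium channels, ABC transporters, ribosomal proteins, nuclear respiratory chain genes, and markers of granulosa, theca and stromal, endothelial, leukocyte, red blood and oocyte cells. A further group came from the study's work on other cells, namely poGC and phGC super-enhancer genes and poGC hub transcription factors. The remaining lists were written from general knowledge, and some genes belong to more than 1 list. The design, the lists, the rule for named genes and most of the other settings tried were fixed before the data were examined.

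Genes named in the text were AR; the 12 largest rises and 12 largest falls among called genes whose groups did not overlap, with a mean of at least 5 CPM in the higher group and a symbol other than a LOC number; up to 4 called members of each list with the smallest adjusted p, with up to 2 more of the rarer direction; and FSHR, LHCGR, STAR, CYP11A1, HSD3B2, CYP17A1, CYP19A1, ESR1, ESR2, PGR, INHA, INHBA, AMH, FOXL2, NR5A1 and NR5A2 whatever their result. Of these, CYP19A1 and PGR had too few counts to be tested.

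Other settings fixed in advance were DESeq2 size factors, upper-quartile factors, no low-count filter, an FPKM of at least 1, DESeq2, limma voom, limma on log2(FPKM + 1), the replicate number as a block, each library left out in turn, an adjusted p of 0.01, a change of at least 1.5-fold, and the other list tests. Settings added after the data were seen were counts for 150-base reads, counts of fragments, no mitochondrial genes, the deepest and shallowest library left out, removal of each library's trend with gene length (lowess, span 0.3), and a term for a split in mitochondrial RNA. DESeq2 was run without the low-count filter, on 21818 genes, so its results differ from the main fit in filter as well as tool. The chicken-specific follicle genes of the study and siRNA matches elsewhere in the genome were not analysed here.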

Results

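RNA was measured in cultured chicken granulosa cells of preovulatory follicles (poGCs), the cell layer that lines the growing follicle and makes much of its progesterone. The primary cells, from White Leghorn hens, had received either a small interfering RNA against the androgen receptor (AR-siRNA) or a nonsense siRNA (NC-siRNA), a short double-stranded RNA with no intended target. Each group held 3 libraries, which carry the replicate numbers 2, 3 and 4 in their labels. The comparison asks which transcripts differ when the level of AR, the nuclear receptor for androgens, is lowered in these cells. Total deposited counts were 29369193, 26174610 and 37739905 in AR-siRNA replicates 2, 3 and 4, and 26188526, 32742040 and 23121710 in NC-siRNA replicates 2, 3 and 4. Recomputed for the stated read length, the totals were between 11568165 and 18878164 reads. Levels below are in CPM, counts scaled to a common library total, given as mean ± SD over 3 libraries per group. No label states that the replicates came from separate hens or cultures, so the p-values measure only the spread between these samples, which may be technical.

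*AR* (gene7481) lies on the plus strand of chromosome 4 at 453408 to 497574 in the Gallus_gallus-5.0 build, and its single annotated transcript has 8 exons. Its level was lower in every AR-siRNA library (429, 481 and 441 CPM) than in any NC-siRNA library (616, 578 and 617 CPM). The mean fell from 603.8 ± 22.6 to 450.4 ± 27 CPM (SD, n = 3 per group), a 1.34-fold difference. The log2 fold change was −0.42 (SE 0.0545), with an adjusted p of 0.00526 in edgeR's quasi-likelihood test. Read coverage was lower over each of the 8 exons, with log2 ratios of the group means between −0.56 in exon 1 and −0.35 in exon 3. The libraries also parted by their share of counts in an unnamed mitochondrial transcript at positions 1228 to 16107, a span that holds named mitochondrial genes. AR-siRNA replicates 2 and 3 and NC-siRNA replicate 4 lay above the others. With this split as a term the log2 fold change was −0.44, and each side of the split holds a lone library of 1 group, too few for a value within it. The position of the siRNA target within the transcript was not analysed here. With AR-siRNA replicate 4 and NC-siRNA replicate 4, the deepest and the shallowest library, both left out, the log2 fold change was −0.39 with an adjusted p of 0.0675, within a range of 3.43e-14 to 0.0675 over all alternatives. Among the genes called lower, 160 of 407 had a lower log2 fold change than *AR*, and for 29 the intervals of 2 SE did not overlap that of *AR*. These SEs rest on deposited counts and may be too small for genes with few fragments.

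In all, 787 of the 15749 genes tested were called at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, 380 of them higher and 407 lower in AR-siRNA poGCs. Most changes were small. The median log2 fold change was 0.45 among genes called higher and −0.37 among genes called lower, and 52 genes differed by 2-fold or more, 41 of them higher and 11 lower. At 1.5-fold or more, 129 genes were higher and 74 lower. The 3 values of each group did not overlap for 4149 genes (26.3% of those tested, against 10% by chance), which include all 787 called genes. With 5 libraries the number of called genes was 407, 290 and 313 without AR-siRNA replicate 2, 3 or 4, and 280, 314 and 461 without NC-siRNA replicate 2, 3 or 4, and between 20 and 23 of the 27 gene lists below then held fewer called members. NC-siRNA replicate 4 stood apart on the first principal component (23.0% of the variance), at −65.5 against −6.68 to 28.1 for the other libraries. The second component (21.7%) parted the groups, with AR-siRNA libraries between 14.4 and 45.0 and NC-siRNA libraries between −51.9 and −7.95.

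Among named genes with at least 5 CPM in the higher group, the largest rise was that of *CYP17A1* (gene11143, chromosome 6, 23388033 to 23390510, minus strand), the enzyme that turns pregnenolone and progesterone towards androgens. It went from 5.81 ± 1.71 to 23.6 ± 2.14 CPM, a log2 fold change of 2.03 (SE 0.2, edgeR adjusted p 0.00184). *CYP1A4*, a dioxin-inducible monooxygenase of birds, followed at 1.80 (SE 0.245), and the secreted peptide gene *PROK2* at 1.77 (SE 0.148). *CYP2H1* and its neighbour *CYP2C8*, drug-metabolising monooxygenases on chromosome 6, rose by log2 1.71 (SE 0.0712) and 1.18 (SE 0.106). Exons of both genes overlap those of other annotated loci and both belong to a large gene family, so the division of reads between them is uncertain. *AMH* (gene21646, chromosome 28, 2018795 to 2022986, minus strand), the anti-Müllerian hormone of granulosa cells, rose from 125.9 ± 15.1 to 377.0 ± 3.95 CPM, a log2 fold change of 1.58 (SE 0.081, edgeR adjusted p 1.18e-04). The peptide transporter *SLC15A1* (1.53), carbonic anhydrase *CA2* (1.49), the sorting receptor *SORCS1* (1.31), the small heat shock protein *CRYAB* (1.31), the monooxygenase *FMO3* (1.29) and the orphan nuclear receptor *NR4A3* (1.23) complete the 12 largest log2 fold changes among named genes called higher. Below that level, 4 called genes had a larger fitted rise. They are outside the naming rule and were listed after their values were seen. They were *LOC107056849*, *TRIM55*, *SLC7A14* and an unnamed mitochondrial transcript at positions 5102 to 5172 (2.24). The latter is not the unnamed mitochondrial transcript by which the libraries parted (positions 1228 to 16107), which was not called (0.27, edgeR adjusted p 0.773).

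Falls were smaller under the same rule, which left out 7 called genes with a larger fitted fall. The largest named fall was that of *FAM81A* (log2 fold change −1.10, SE 0.169), and it was followed by 2 genes of mitosis, *HMMR* (−1.07) and *DLGAP5* (22.3 ± 4.1 to 11.1 ± 1.45 CPM), and by *FRY* (−0.97), *SV2C* (−0.94), *TMEM200A* (−0.93) and *RPH3A* (−0.86). *NID1*, which encodes the basement membrane protein nidogen, fell from 370.8 ± 6.81 to 205.5 ± 3.92 CPM (log2 fold change −0.85, SE 0.0411, edgeR adjusted p 1.18e-04). *CXCL12* (−0.84), *RFX3* (−0.84), *CENPO* (−0.83) and *NYX* (−0.82) make up the rest of the 12. *CENPO* encodes a kinetochore protein and was abundant (293.8 ± 7.49 against 523.4 ± 42.3 CPM). It overlaps *ADCY3* on the opposite strand of chromosome 3, which also fell (−0.65, edgeR adjusted p 0.0035), and reads of the pair cannot be told apart where the counting does not use strand. *HMMR* likewise shares exons with other annotated loci. Several of these falls rest on few fragments. *HMMR* had 81 to 140 deposited counts per AR-siRNA library, *SV2C* 96 to 166, *NYX* 102 to 137 and *FAM81A* 111 to 142. Each NC-siRNA library had more. In AR-siRNA replicate 2, 29369193 deposited counts stood for 14692507 reads, and a fragment is a pair of reads. The SEs come from deposited counts, several per fragment, so for such genes they may lie below the counting error of fragments. In edgeR fits with 1 library left out, *CXCL12* and *NYX* lost the call whichever of the 6 was left out (adjusted p up to 0.137 and 0.109), *CA2* whichever except AR-siRNA replicate 3 (up to 0.0918) and *RPH3A* whichever except NC-siRNA replicate 2 (up to 0.0803). *TMEM200A* lost it without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 or 3 (up to 0.071), *DLGAP5* without AR-siRNA replicate 2 or 3 or NC-siRNA replicate 3 (up to 0.063), *FMO3* without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 3 (up to 0.0588), *SV2C* without AR-siRNA replicate 3 or NC-siRNA replicate 2 or 3 (up to 0.0575), and *FAM81A* without NC-siRNA replicate 2 (0.0522).

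**Figure D1:**
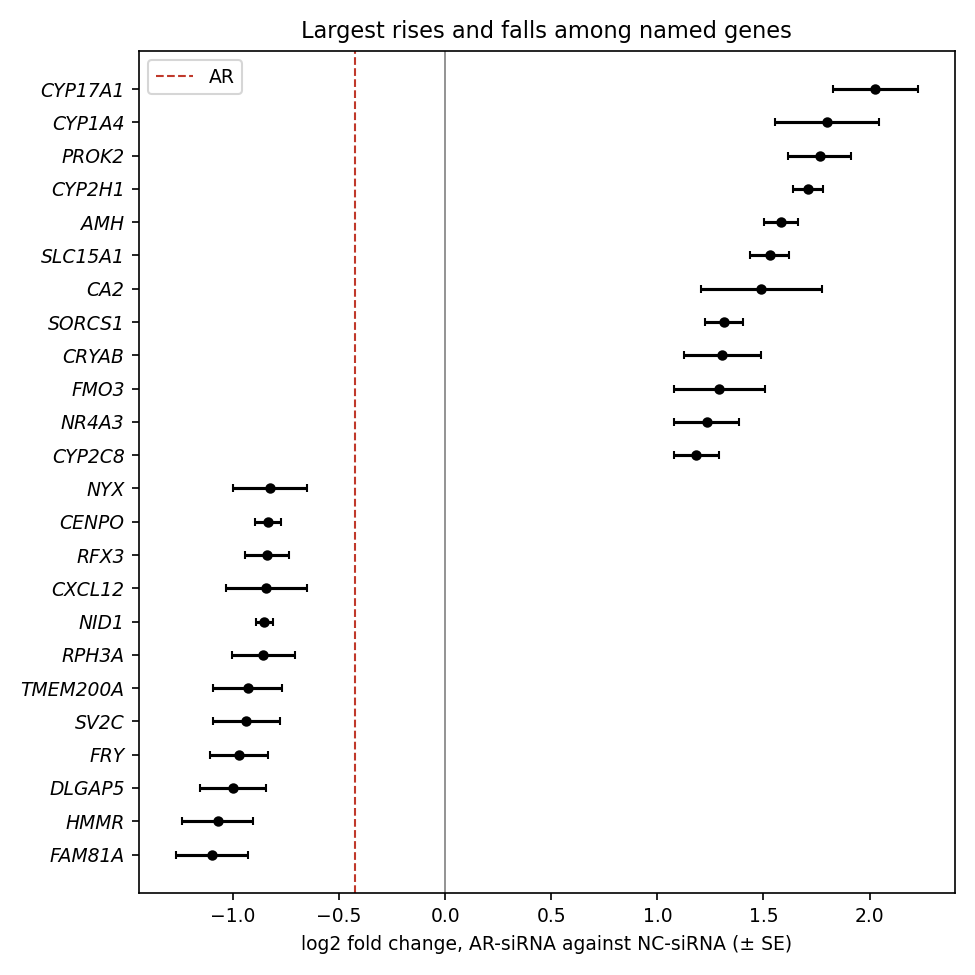
Log2 fold change of AR-siRNA against NC-siRNA poGCs (x axis; error bars, SE; n = 3 per group) for the 12 named genes with the largest rise and the 12 with the largest fall. The red dashed line marks AR at −0.42; rises reached 2.03 (CYP17A1) and falls −1.10 (FAM81A).

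Steroidogenic genes moved in both directions. *STAR*, which carries cholesterol into mitochondria, rose from 468.5 ± 22.1 to 829.7 ± 58.6 CPM (log2 fold change 0.82, SE 0.0608, edgeR adjusted p 6.87e-04). *CYP17A1* rose as given above, from a level far below that of *STAR*. The nuclear receptors *NR5A2* (log2 fold change −0.71, SE 0.0619, edgeR adjusted p 0.0012) and *NR5A1* (−0.34, SE 0.0523, edgeR adjusted p 0.0111), which drive steroidogenic gene expression, fell. The call of *NR5A1* was lost without NC-siRNA replicate 2 (adjusted p 0.0552), and its exons overlap *ADGRD2*, as those of *STAR* overlap *ASH2L*. *CYP11A1*, the side-chain cleavage enzyme, had a log2 fold change of −0.21 (450.9 ± 20.8 against 522.9 ± 39.6 CPM) and an edgeR adjusted p of 0.102. *HSD3B2*, which makes progesterone from pregnenolone, had a log2 fold change of 0.01 (SE 0.0597, edgeR adjusted p 0.974). *CYP19A1*, the aromatase, had 0 counts in all 6 libraries, which allows up to 3 fragments in each. *PGR* had 8 counts in AR-siRNA replicate 4, 12 in NC-siRNA replicate 2, 8 in NC-siRNA replicate 4 and 0 elsewhere. Of the 26 steroid synthesis genes tested, 3 were called higher and 3 lower, or 4 and 5 adjusted over the list alone, and limma's camera gave an adjusted p of 0.693 for the list (median log2 fold change 0.01).

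**Figure D2:**
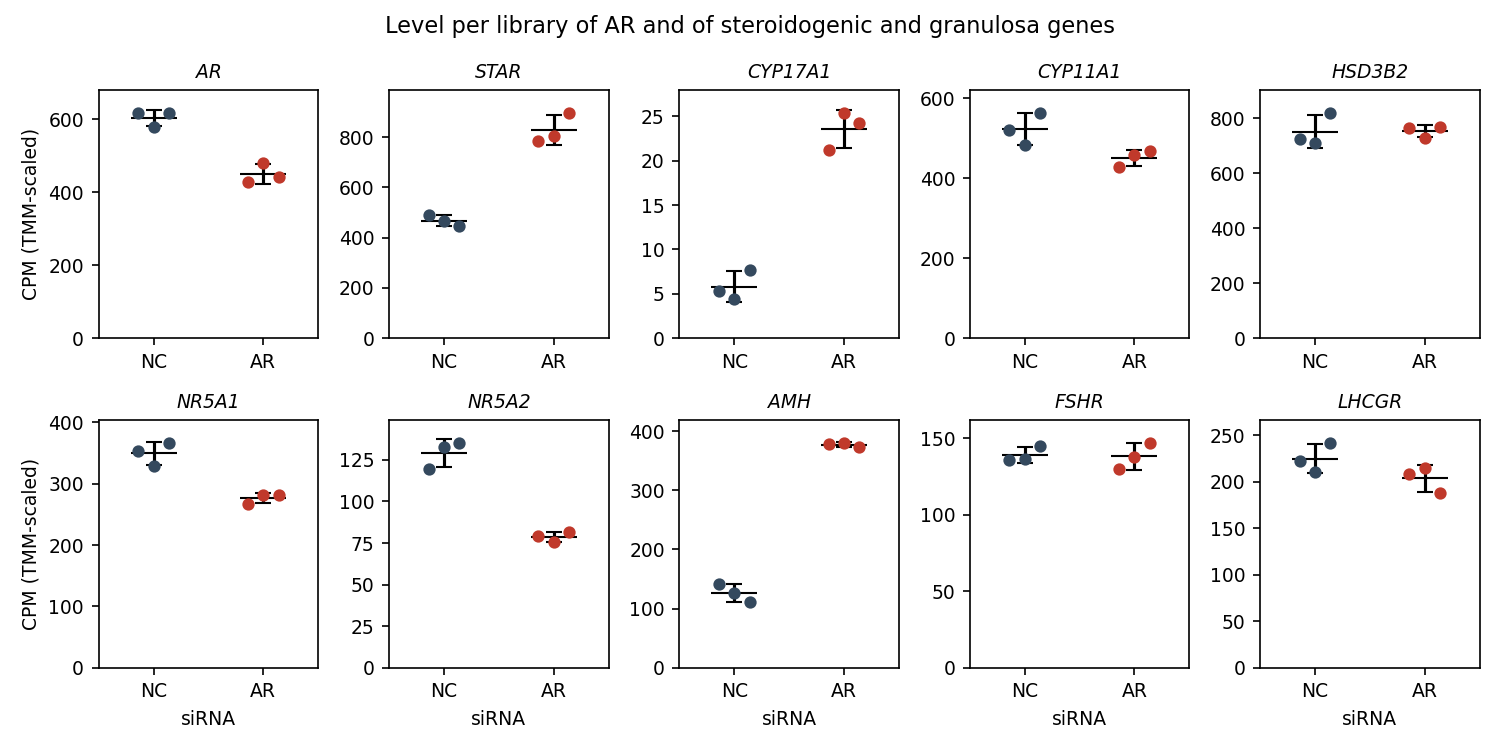
Level of AR and of 9 steroidogenic and granulosa genes in each library (y axis, CPM scaled by TMM factors; points, libraries; black bars, mean ± SD, n = 3 per siRNA). AR was lower and STAR, CYP17A1 and AMH higher in each AR-siRNA library than in each NC-siRNA library.

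Hormone and growth factor receptors other than AR changed in both directions or were not called. *FSHR* (138.1 ± 8.76 against 138.9 ± 5.18 CPM, log2 fold change −0.01) and *LHCGR* (203.7 ± 14.2 against 225.2 ± 15.8 CPM, −0.14) were not called, at edgeR adjusted p of 0.963 and 0.307. *ESR1* was at 4.09 ± 0.901 against 7.12 ± 0.725 CPM (log2 fold change −0.80, edgeR adjusted p 0.0743), and *ESR2* was near the floor at 0.533 ± 0.206 against 0.545 ± 0.322 CPM (−0.05, edgeR adjusted p 0.978). Among 38 hormone and growth factor receptors, 2 were called higher and 5 lower (4 and 8 adjusted over the list alone; limma camera adjusted p 0.534). Their median log2 fold change was −0.01, like the direction of the test, whereas their mean was 0.02. The 2 called higher were *VIPR1*, a receptor for vasoactive intestinal peptide (0.61), and *AMHR2*, the AMH receptor (0.65), and those called lower included *TGFBR3* (−0.46), *IGF2R* (−0.28) and AR itself. In edgeR fits with 1 library left out, the call of *VIPR1* was lost without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 (adjusted p up to 0.0733), that of *IGF2R* without AR-siRNA replicate 3 or NC-siRNA replicate 3 (up to 0.0619), that of *TGFBR3* without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 or 3 (up to 0.0566), and that of *AMHR2* whichever of the 6 was left out (up to 0.158). Exons of *AMHR2* and *IGF2R* overlap other loci.

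TGF-beta family genes also went both ways. Besides *AMH*, the ligand genes *BMP2* (log2 fold change 0.79, SE 0.0755, edgeR adjusted p 0.00162) and *TGFB2* (0.77, SE 0.0749, edgeR adjusted p 0.00166) rose, while the signal transducers *SMAD2* (702.1 ± 45.1 to 426.1 ± 18.4 CPM, −0.72) and *SMAD5* (1012 ± 31.4 to 788.1 ± 16.5 CPM, −0.36) fell. Exons of *TGFB2* overlap another annotated locus. Of 38 members, 5 were called higher and 4 lower (7 and 7 adjusted over the list alone; limma camera adjusted p 0.693). The inhibin subunit genes *INHA* (−0.13) and *INHBA* (0.21) had edgeR adjusted p of 0.393 and 0.251. Across 26 granulosa cell markers, 4 were called higher and 3 lower (4 and 5 adjusted over the list alone; limma camera adjusted p 0.693, median log2 fold change −0.07). *FOXL2*, a transcription factor of granulosa cell identity, had 371.0 ± 31.0 against 460.2 ± 39.3 CPM, a log2 fold change of −0.31 and an edgeR adjusted p of 0.0654. DESeq2 called *FOXL2* (adjusted p 1.89e-04), *CYP11A1* (0.0033) and *ESR1* (0.027) lower, where edgeR did not. EdgeR called *FOXL2* (0.0317) and *CYP11A1* (0.0451) with the length trend removed, and *FOXL2* with counts of fragments (0.045).

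Genes of ovulation and prostaglandin synthesis were higher as a list. Of 43 members, 9 were called higher and 3 lower (14 and 3 adjusted over the list alone). Their median log2 fold change was 0.14, and between 0.083 and 0.2005 over the alternatives. Limma's camera with the preset correlation gave an adjusted p of 4.97e-04, against an adjusted p = 0.379 with an estimated correlation. *TNFAIP6*, which stabilises the matrix around the oocyte, rose from 117.2 ± 8.01 to 209.0 ± 10.4 CPM (log2 fold change 0.83, SE 0.0632, edgeR adjusted p 7.92e-04). The urokinase gene *PLAU* (0.62, SE 0.0724) and *NR4A3* rose, and *VEGFA*, an inducer of blood vessel growth, fell (−0.61, SE 0.0897, edgeR adjusted p 0.00927). *VEGFA* lost its call under 1 of 20 alternatives, though not with a single library left out. The protease gene *MMP16* (−0.48, edgeR adjusted p 0.0149) lost its call without AR-siRNA replicate 4 or NC-siRNA replicate 2, 3 or 4 (adjusted p up to 0.0593). Of 22 immediate early genes, 2 were called higher (*NR4A3* and *JUN*, 0.28) and 1 lower (*BTG2*, −0.19), or 4 and 1 adjusted over the list alone (limma camera adjusted p 0.182, or 0.0404 without NC-siRNA replicate 2, and an adjusted p = 0.786 with an estimated correlation). *JUN* and *BTG2* each lost the call whichever of the 6 libraries was left out (edgeR adjusted p up to 0.103 and 0.168).

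Cell cycle genes of the S and G2/M phases were lower. The median log2 fold change of the 95 members was −0.37. Of these, 13 were called lower, or 34 adjusted over the list alone. The limma camera adjusted p was 3.83e-14 with the preset correlation, but the list gave an adjusted p = 0.617 with an estimated correlation. Relative to the NC-siRNA mean, the median of the members was −0.39, −0.36 and −0.26 in AR-siRNA replicates 2, 3 and 4, −0.07 and −0.06 in NC-siRNA replicates 2 and 3, and 0.18 in NC-siRNA replicate 4, the library that stood apart on the first component. Examples with their edgeR adjusted p are the cytokinesis gene *ANLN* (30.7 ± 1.5 to 18.8 ± 1.31 CPM, log2 fold change −0.71, adjusted p 0.00471), *HMMR* (−1.07, 0.0116), *DLGAP5* (0.0119) and the mitotic kinesin *CENPE* (−0.75, 0.0165). *CENPE* lost its call without AR-siRNA replicate 4 or NC-siRNA replicate 2 or 4 (adjusted p up to 0.0614). *HMMR* lost its call under 2 and *ANLN* under 1 of 20 alternatives, though not with a single library left out. Of 27 cell cycle inhibitors and p53 targets, 2 were called higher and 2 lower (6 and 3 adjusted over the list alone; limma camera adjusted p 0.693). The kinase inhibitor *CDKN2B* rose (290.6 ± 26.1 to 441.3 ± 15.8 CPM, log2 fold change 0.60), and *MDM2*, whose product restrains p53, fell (−0.47), at edgeR adjusted p of 0.00293 and 0.00347.

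**Figure D3:**
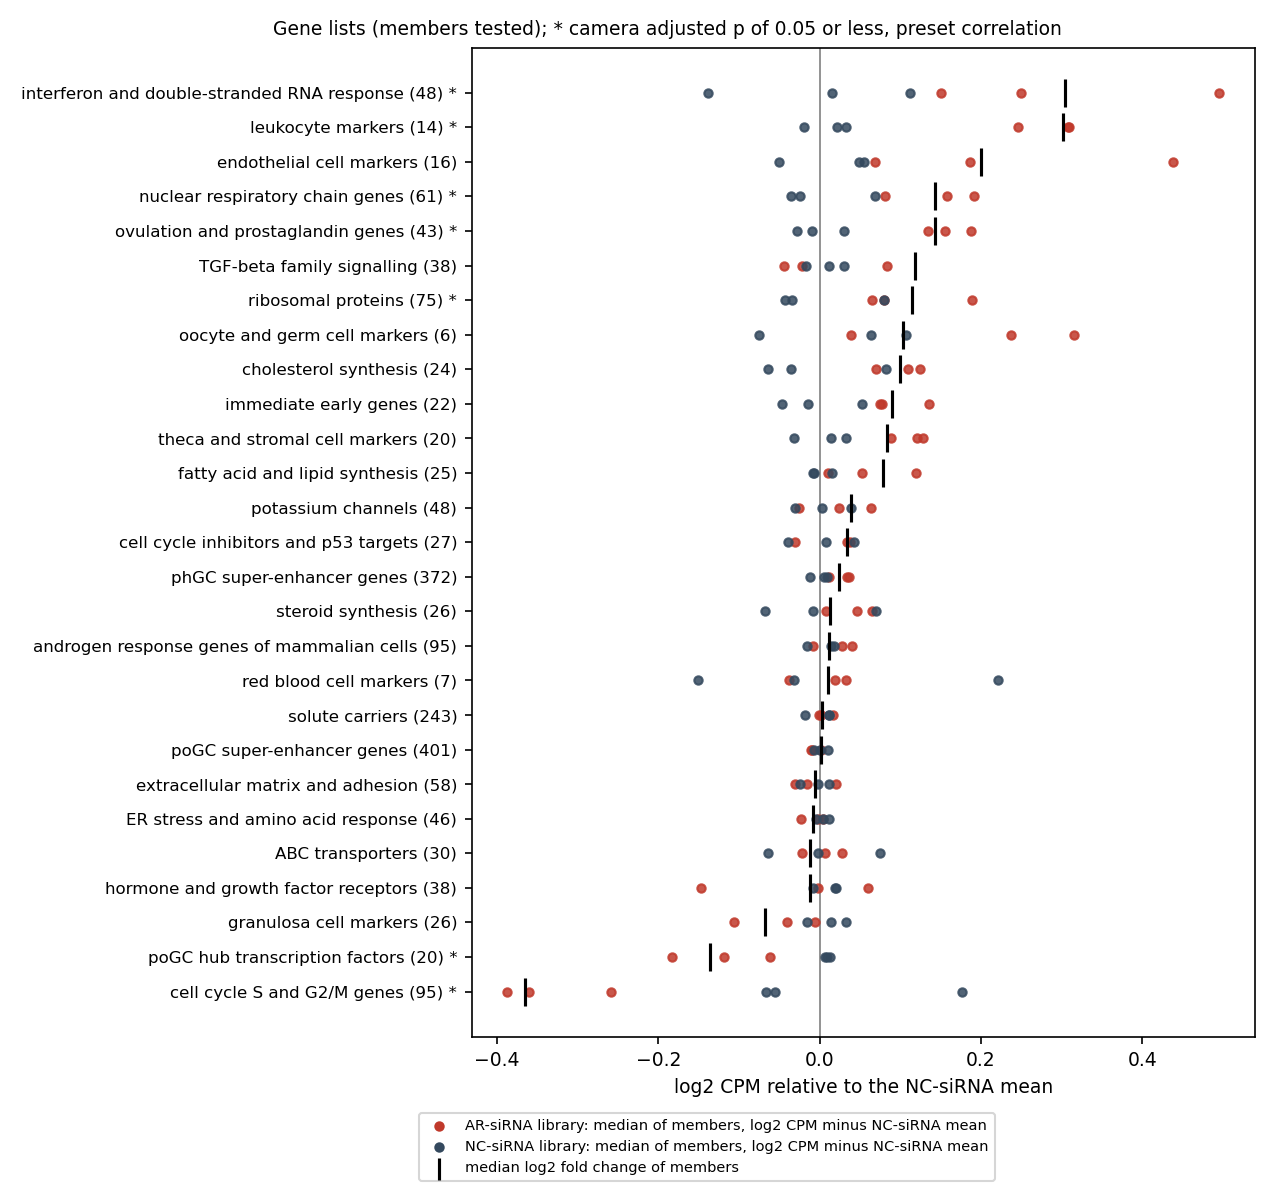
Median of the members of each fixed gene list in each library (points, log2 CPM relative to the NC-siRNA mean) and median log2 fold change of the members (black tick). S and G2/M genes lay lowest (−0.37) and interferon genes highest (0.30); an asterisk marks the 7 lists past the camera threshold with the preset correlation, of which 0 pass with an estimated correlation.

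Interferon and double-stranded RNA response genes were higher as a list, with 3 of 48 called higher (20 higher and 1 lower adjusted over the list alone) and a median log2 fold change of 0.30. Limma's camera gave an adjusted p of 1.52e-06 with the preset correlation, and an adjusted p = 0.786 with an estimated correlation. Per library the median lay at 0.15, 0.25 and 0.50 in AR-siRNA replicates 2, 3 and 4 and at 0.02, −0.14 and 0.11 in NC-siRNA replicates 2, 3 and 4. The called genes were the receptor gene *IFNAR1* (0.36), *NMI* (0.35) and the antiviral GTPase gene *MX1* (22.9 ± 3.78 to 37.7 ± 7.62 CPM, 0.72), at edgeR adjusted p of 0.0341, 0.0398 and 0.0443. *NMI* and *MX1* lost the call whichever of the 6 libraries was left out (adjusted p up to 0.139 and 0.138), and *IFNAR1* whichever except NC-siRNA replicate 3 (up to 0.12).

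Markers of other cells of the follicle wall were measured alongside. Part of each list was absent or had too few counts to be tested. Those tested were 14 of 40 leukocyte, 20 of 28 theca and stromal, 16 of 23 endothelial, 6 of 20 oocyte and 7 of 25 red blood cell markers. DESeq2 was run without the low-count filter, so its medians and calls below also cover members that are not among these. Leukocyte markers were higher, with 1 of 14 called higher (*CTSS*, 0.50; 2 adjusted over the list alone), a median log2 fold change of 0.30 and a limma camera adjusted p of 0.0375, but an adjusted p = 0.617 with an estimated correlation. The leukocyte call was lost without AR-siRNA replicate 4 (adjusted p 0.0582) or NC-siRNA replicate 4 (0.0567), without both (0.106), with the length trend removed (0.0637, median 0.26) and with DESeq2 (0.0861, median 0.38). *CTSS* itself lost its call whichever of the 6 libraries was left out (edgeR adjusted p up to 0.15). Of 20 theca and stromal markers, 2 were called higher, *CYP17A1* and the collagen gene *COL3A1* (0.27; 4 higher and 1 lower adjusted over the list alone; limma camera adjusted p 0.164, or 0.0403 with DESeq2, and an adjusted p = 0.617 with an estimated correlation). *COL3A1* lost its call without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 or 4 (edgeR adjusted p up to 0.0918). EdgeR called 0 of 16 endothelial markers (0 higher and 1 lower adjusted over the list alone; limma camera adjusted p 0.164), with 5 higher and 1 lower at an unadjusted p under 0.05, while DESeq2 called 1 lower and limma voom 0. EdgeR also called 0 of 6 oocyte markers (1 higher adjusted over the list alone; limma camera adjusted p 0.534, or 0.00562 without the deepest and shallowest library, and an adjusted p = 0.786 with an estimated correlation), against 1 higher at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma voom. Among 7 red blood cell markers, *CA2* was called higher (1 adjusted over the list alone; limma camera adjusted p 0.806).

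Hub transcription factors of poGCs, which the study derived from super-enhancers of other poGC samples, were lower as a list. Of the 20 genes, edgeR called 5 lower, namely AR, *NR5A2*, *SMAD5*, *GLIS1* (log2 fold change −0.47, SE 0.054, adjusted p 0.00347) and 1 other, and 1 higher and 9 lower were called adjusted over the list alone. The list's median log2 fold change was −0.14 and its limma camera adjusted p 0.00946, with an adjusted p = 0.617 with an estimated correlation. With the length trend removed the median was −0.07 (limma camera adjusted p 0.0345), and on ranks the call was lost (0.0627). AR, the siRNA target, is a member, and the study chose the list from cells of the same kind, so it is not independent evidence of direction. Super-enhancer genes of poGCs, from the same source, showed no common direction, with 35 called higher and 42 lower of 401 (58 and 73 adjusted over the list alone; limma camera adjusted p 0.693). Their median log2 fold change was 0.00218, whereas their mean and the test were below 0. In this list and the phGC list below, called members make up a larger share than the 5% called among all tested genes. The levels of the listed genes were not matched to those of the rest. *LOC421106*, an uncharacterised gene, rose (191.7 ± 7.42 to 393.1 ± 17.9 CPM, log2 fold change 1.04, edgeR adjusted p 1.18e-04). Super-enhancer genes of pre-hierarchical granulosa cells (phGCs) had 33 called higher and 28 lower of 372 (60 and 49 adjusted over the list alone; limma camera adjusted p 0.441). Among these, the protease inhibitor gene *SERPINF2* (log2 fold change 0.79, SE 0.0552) and the cytokine gene *LIF* (85.6 ± 9.89 to 164.6 ± 6.97 CPM, 0.94, SE 0.0827) rose.

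Transporter and channel families had no common direction. Of 243 solute carriers, 8 were called higher and 10 lower (9 and 16 adjusted over the list alone; limma camera adjusted p 0.693), with a median and mean above 0 and a test below 0. Besides *SLC15A1*, the organic cation transporter *SLC22A3* rose (log2 fold change 0.61, SE 0.0874, edgeR adjusted p 0.00815). The call of *SLC22A3* was lost under 2 of 20 alternatives, though not with a single library left out. The chloride cotransporter *SLC12A2* (120.9 ± 5.82 to 84.5 ± 2.88 CPM, −0.52) and *SLC35F2* (−0.50) fell, at edgeR adjusted p of 0.0027 and 0.00397. Of 48 potassium channel genes, *KCNQ1* was called higher (0.56; 1 adjusted over the list alone; limma camera adjusted p 0.915, with a median and mean above 0 and a test below 0), and its call was lost whichever library except AR-siRNA replicate 2 was left out (edgeR adjusted p up to 0.0818). The 30 ABC transporters included 3 called higher and 1 lower (3 and 1 adjusted over the list alone; limma camera adjusted p 0.854). *ABCC8*, the sulfonylurea receptor subunit of a potassium channel, fell from 64.0 ± 2.27 to 40.6 ± 1.36 CPM (log2 fold change −0.66, SE 0.06, edgeR adjusted p 0.00131). *ABCC1* (0.41) was called higher but lost its call without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 (edgeR adjusted p up to 0.0561).

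The lists of lipid genes were not past the threshold, and a few of their members were called. Of 24 cholesterol synthesis genes, 3 were called higher and 1 lower (5 and 1 adjusted over the list alone; limma camera adjusted p 0.0986, median log2 fold change 0.10). The list passed the threshold, higher, with DESeq2 (limma camera adjusted p 0.0257), limma voom (0.0298), without AR-siRNA replicate 2 (0.0346), without NC-siRNA replicate 4 (0.00537) and without the deepest and shallowest library (0.0245), and had an adjusted p = 0.792 with an estimated correlation. With 1 library left out its adjusted p was up to 0.445, without NC-siRNA replicate 2 (median 0.05), and its median was lowest, at 0.04, without NC-siRNA replicate 3. *IDI1* rose (0.32, SE 0.0512) and *DHCR24*, whose exons overlap another locus, fell (−0.28, SE 0.0461), at edgeR adjusted p of 0.012 and 0.0133. *IDI1* lost its call without AR-siRNA replicate 4 or NC-siRNA replicate 2 or 3 (adjusted p up to 0.064) and *DHCR24* without AR-siRNA replicate 4 or NC-siRNA replicate 2 (up to 0.0559). Of 25 fatty acid and lipid synthesis genes, 4 were called higher and 1 lower (7 and 1 adjusted over the list alone; limma camera adjusted p 0.292). The acyl-CoA synthetase gene *ACSL4* rose (0.27, SE 0.0423, edgeR adjusted p 0.0111), a call lost without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 (adjusted p up to 0.0614).

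Nuclear genes of the respiratory chain and ribosomal protein genes were slightly higher as lists. Of 61 respiratory chain genes, 4 were called higher (5 adjusted over the list alone), with a median log2 fold change of 0.14 and a limma camera adjusted p of 1.20e-06, but an adjusted p = 0.617 with an estimated correlation. With the length trend removed the median was 0.08 (limma camera adjusted p 0.00508). *NDUFS8* (0.35, SE 0.0573, edgeR adjusted p 0.0139) lost its call without AR-siRNA replicate 3 or 4 or NC-siRNA replicate 2 or 3 (adjusted p up to 0.0602). EdgeR called 0 of 75 ribosomal protein genes, and 0 adjusted over the list alone, although 21 were higher at an unadjusted p under 0.05, and DESeq2 called 9 higher and limma voom 1. Their median log2 fold change was 0.12, and the limma camera adjusted p was 1.84e-06, with an adjusted p = 0.786 with an estimated correlation. Both lists hold short genes, with a median exonic length of 817 and 663 bases. Fold changes fell with exonic length across all tested genes (Spearman's rho −0.144 across genes, which are not independent replicates). With the genes cut into 5 equal groups by length, 71 were called higher and 19 lower in the shortest group, and 52 higher and 178 lower in the longest. With each library's length trend removed these were 42 and 29 in the shortest and 94 and 91 in the longest, and 399 genes were called higher and 312 lower in all. The ribosomal list was then no longer past the threshold (limma camera adjusted p 0.0874, median 0.04).

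**Figure D4:**
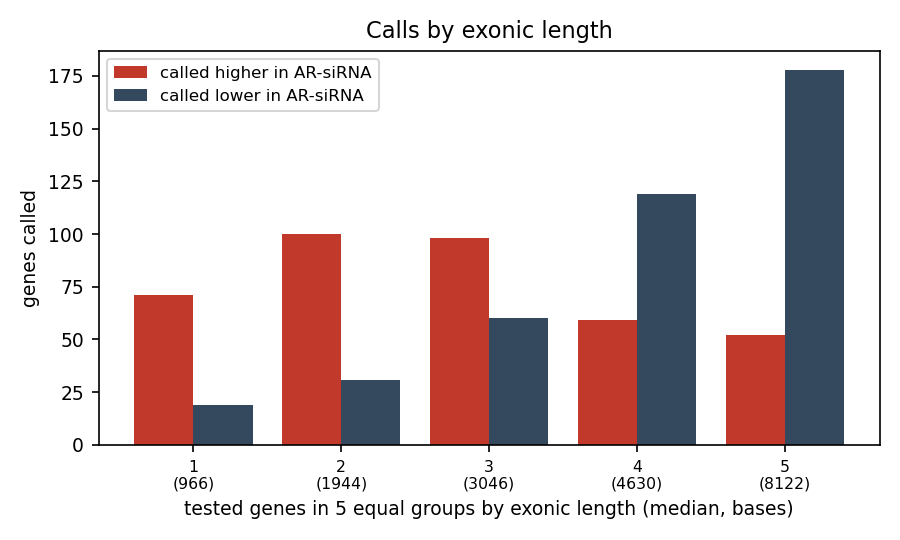
Number of genes called higher (red) and lower (dark grey) in AR-siRNA poGCs (y axis) in 5 equal groups of the tested genes by exonic length (x axis, median length in bases). Calls went from 71 higher and 19 lower in the shortest group to 52 higher and 178 lower in the longest.

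The remaining fixed lists did not pass the threshold. Among 95 genes known to respond to androgens in mammalian cells, 4 were called higher and 6 lower (7 and 9 adjusted over the list alone; limma camera adjusted p 0.693, median log2 fold change 0.01). The kinase gene *SGK1* fell (400.9 ± 7.18 to 317.1 ± 7.22 CPM, −0.34) and *SAT1*, of polyamine breakdown, rose (0.35, SE 0.0453), at edgeR adjusted p of 0.00422 and 0.00567. Of 58 extracellular matrix and adhesion genes, 2 were called higher and 8 lower (3 and 9 adjusted over the list alone; limma camera adjusted p 0.423), and the list passed the threshold, lower, with DESeq2 (limma camera adjusted p 0.00715, median −0.0056), but had an adjusted p = 0.786 with an estimated correlation. The members called lower included *NID1* and the collagen genes *COL4A3* (460.0 ± 4.53 to 338.1 ± 14.9 CPM, log2 fold change −0.44) and *COL4A4* (511.5 ± 4.5 to 384.5 ± 27.6 CPM, −0.41), while *COL18A1* rose (0.48). *COL4A4* and *COL18A1* share exons with other annotated loci. EdgeR called 0 of 46 genes of the ER stress and amino acid response, and 0 adjusted over the list alone, with 3 higher and 8 lower at an unadjusted p under 0.05 (limma camera adjusted p 0.693). DESeq2 called 1 of these higher and 3 lower, and limma voom called 1 lower.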

Values the study reported

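The study reported 386 super-enhancers in chicken poGCs and 476 in phGCs. It also reported that 43.59% of its chicken-specific genes of follicle development were lower in poGCs after AR knockdown; the members of that gene set are not analysed here.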

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

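The alternatives on read length, fragments, mitochondrial genes, the deepest and shallowest library, gene length and the mitochondrial split were chosen after seeing the data, and the others before the data were examined. *AR* was lower under all 20 alternatives that apply to it (log2 fold change −0.48 to −0.39) and past the threshold under 19. Without the deepest and the shallowest library it was −0.39 with an edgeR adjusted p of 0.0675 (range over the alternatives 3.43e-14 to 0.0675), in a fit with fewer libraries and an SE of 0.07 against 0.0545.

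The number of called genes, 787, went to 1326 with DESeq2, which was run without the low-count filter on 21818 genes. It went to 444 with limma on log2(FPKM + 1), 246 with the replicate block and 195 without the deepest and shallowest library. It lay between 280 and 461 with 1 library left out. The last 2 had fewer libraries, and the block had more terms, which leaves less to estimate the spread from. With 1 library left out the count still ran from 280 to 461, so which library was left out mattered too. How much each of these accounts for was not tested. Deviations from the group mean were not alike in AR-siRNA and NC-siRNA libraries of the same replicate number (correlations across genes of −0.051, −0.0121 and −0.0223). A stricter adjusted p of 0.01 left 197 genes and a 1.5-fold minimum 203, by construction. Under the remaining alternatives the count was between 644 and 970. DESeq2 shared 780 of the 787 genes, the FPKM fit 412 and the block 237. All 787 kept their direction under the alternatives where they were tested, except 1 gene in the FPKM fit. Their groups did not overlap, so leaving out a library or rescaling could hardly turn a direction. The kept directions are therefore no separate support.

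Of 27 lists, 7 passed camera's threshold with the preset correlation, 0 with an estimated correlation (1 at an unadjusted p under 0.05) and 1 with fry. The estimated correlation allows for members that vary together, and fry asks another question. The estimate was 0.26 for S and G2/M, 0.48 for interferon, 0.57 for ribosomal, 0.24 for respiratory chain and 0.10 for hub transcription factor genes. The preset of 0.01 thus assumes far less correlation than was estimated for these lists. For ovulation genes (0.00595) and leukocyte markers (0.00938) the estimate lay under the preset, so members that vary together do not account for those losses. With an estimated correlation, camera also takes its degrees of freedom from the libraries rather than from the number of genes, which by itself raises p. For ovulation genes camera's unadjusted p went from 9.20e-05 to 0.0140 although the estimate was lower. In lists with a higher estimate, how much of the loss came from the correlation was not tested. Under the other alternatives between 5 and 9 lists passed. Over single alternatives, the 7 lists kept direction and side of the threshold in 141 of 161 cases and lost the threshold in 20. The 83 called genes that the text's rule names kept both in 1338 of 1657 and lost the threshold in 319, and 0 reversed. For these genes too, the direction was largely fixed by groups that did not overlap.

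Of the results not past the threshold, lists passed it in 9 of 458 cases (cholesterol synthesis in 5) and genes in 6 of 178. Reversals occurred among results not past the threshold, and the cause was not tested. In the values below, a list's median is given, and it can keep its sign where the test's direction turned. Red blood cell markers were at −0.13 with no filter and between −0.056 and 0.0685 with 1 library left out. ABC transporters were at −5e-04 with an FPKM of at least 1, −0.0137 with counts of fragments, 0.003 with the length trend removed, −1e-04 with the mitochondrial split and between −0.0438 and 0.0028 with 1 library left out. Granulosa markers were at −0.126 with DESeq2 and −0.0679 with fry. Potassium channels were at 0.0494 with the length trend removed, 0.0386 with fry and between −0.0167 and 0.0516 with 1 library left out. Without the deepest and shallowest library, cell cycle inhibitors were at −0.0019 and androgen response genes at −0.0225, and poGC super-enhancer genes were at 0.0192 with the length trend removed. *ESR2* was at 0.0117 with limma voom, 5e-04 with the FPKM fit, 0.10 with the block, 0.32 with the mitochondrial split and between −0.46 and 0.25 with 1 library left out. *HSD3B2* was at −0.0173 with the mitochondrial split and between −0.0333 and 0.0701, and *FSHR* between −0.0576 and 0.0365, with 1 library left out.

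Data of 15749 genes were simulated with the spread of these libraries, with 100 genes changed 1.5-fold and 100 changed 2-fold. As means over 20 draws, 26.8% of the 1.5-fold and 57.0% of the 2-fold changes were called. Unchanged genes made up 8.54% of calls, more than the adjusted p threshold aims at. Only 200 genes were changed, whereas the main fit called 787. The share called depends on how many genes change, so these rates need not hold for the real data. Many simulated changes were missed, so a gene not called is not shown to be unchanged.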

Other observations

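The tests on NC-siRNA replicate 4, on theca cells and on depth were chosen only after the results were seen. The requirement that a bound be passed by more than 2 standard errors was added to the tests on gene length and on drug-metabolising enzymes after their first values were seen, and the theca test was restricted to markers with a low baseline after its first value was seen.

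In limma camera with the preset correlation 7 lists shifted, and 0 did with an estimated correlation (adjusted p between 0.379 and 0.786; 1 at an unadjusted p under 0.05), while fold changes also fell with gene length. If the length trend were the whole cause, removing it from each library should shrink a list's median log2 fold change to under 0.5 of its size or end its call. For ribosomal proteins the median went from 0.12 (SE 0.00784) to 0.04 (0.0405, SE 0.0077) and limma camera's adjusted p rose to 0.0874, so the length trend may account for most of that shift. For respiratory chain genes the median went from 0.14 to 0.08 (0.0752, SE 0.0146), with a limma camera adjusted p of 0.00508 at the preset correlation. That list has an adjusted p = 0.617 with an estimated correlation before the removal. The bound of 0.0717 was passed by less than the SE, so the trend stays open as its cause. For S and G2/M genes the median was −0.38 (SE 0.0448, limma camera adjusted p 6.58e-16), which argues against the trend as the whole cause. These genes were highest in NC-siRNA replicate 4, but without that library their median was still −0.26 (SE 0.0381). The SEs of list medians run over member genes, which are not independent replicates, and hold no spread between libraries. Relative to the NC-siRNA mean, AR-siRNA replicates 2, 3 and 4 (−0.39, −0.36 and −0.26) also lay below NC-siRNA replicates 2 and 3 (−0.07 and −0.06). NC-siRNA replicate 4 alone thus does not make the difference among these libraries. What made the length trend, such as RNA quality or library preparation, was not tested and runs with the groups in part, with slopes per doubling of length of 0.00102, −0.00505 and −0.0241 in AR-siRNA replicates 2, 3 and 4 and 0.00701, 0.0253 and −0.00415 in NC-siRNA replicates 2, 3 and 4. A lower proliferation after AR knockdown, or a difference in culture density, could each give the lower S and G2/M transcripts and neither was tested here. The study did measure proliferation of cultured poGCs and reported a significant rise after AR knockdown, which is the opposite direction. Its assay and the RNA levels here are unlike measures, and whether they share cultures is not stated.

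*CYP17A1*, an enzyme better known from theca cells, had the largest rise among named genes, from a low level. If more theca cells in the AR-siRNA cultures were the cause, the other theca and stromal markers should rise by about as much, at least those whose baseline is low enough to show it. Over all 19 others tested, the median log2 fold change was 0.07, the upper quartile 0.26 and the highest 0.80. Only 3 of the 19 had a NC-siRNA mean between 1 CPM and that of *CYP17A1*. The upper quartile of their log2 fold changes was 0.51, below the lower 95% limit of 1.57 for *CYP17A1*, but 3 genes are too few to decide. Slightly above that baseline, *NR2F2* (−0.62) and *MYH11* (0.00498) did not rise and *DES* was at 0.48, none of them called. The most abundant markers, *ACTA2* (2554 against 2678 CPM), *COL3A1* (382.5 against 317.7 CPM) and *COL1A2* (308.3 against 312.9 CPM), have baselines that would hide a small share of theca cells, and 4 of the 20 listed genes are also in another list. The study describes *CYP19A1* and *ESR2* as theca genes in chicken. *CYP19A1* had 0 counts in all 6 libraries, which allows up to 3 fragments in each. *ESR2* was at 0.533 against 0.545 CPM (log2 fold change −0.05), but genes this near the floor do not exclude theca cells. More theca cells and a higher expression by poGCs themselves may each account for the rise and both stay open. An effect of the AR-siRNA on transcripts other than *AR* was not tested, and this design cannot part it from an effect of *AR*.

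All 3 AR-siRNA libraries had more genes with a count (18640, 18466 and 19038) than the NC-siRNA libraries (17718, 18204 and 17667). Thinned to the same total of 11568165 reads, the lowest AR-siRNA library still had 333 genes more than the highest NC-siRNA library, which argues against depth as the cause. Among the 3708 genes with a mean under 0.1 CPM, 65.4% were higher in AR-siRNA. Background reads spread over all genes, as from genomic DNA, could give such an excess and should grow with exonic length. The added level had a Spearman's rho with length of 0.125 (SE 0.0158, across 4321 genes of 0.1 to 1 CPM, which are not independent replicates), between the bounds set for and against it, so this stays open. RNA from other cell types also stays open, since 27 of their markers lay 0.12 above the median log2 ratio of all such genes, with an SE of 0.212.

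Several of the largest rises were in drug-metabolising enzymes (*CYP1A4*, *CYP2H1*, *FMO3* and *CYP2C8*). If their families rose as a set, as a shared xenobiotic response could make them, the 28 other members tested should be higher. Their median log2 fold change was 0.10 (0.095, SE 0.0647), 2 were called higher and 1 lower, and limma camera gave a p of 0.12 across genes with the preset correlation and 0.254 with an estimated one. The median lay under the bound of 0.1 by less than its SE, so a rise of the families as a set is neither shown nor excluded.

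The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split, 1 of the 10, called 787 genes against between 1 and 8 in the others. It passed 7 lists against between 1 and 5, a count that it alone reached (1 of 10). Each of the other splits thus passed at least 1 list with the preset correlation. These splits mix the groups, so the group difference adds to their spread. They do not show how many genes would be called where no groups differ.

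Some values stood out beyond the rule for named genes and were chosen after their values were seen. All of these kept their edgeR calls with any 1 library left out. *LIPG*, a lipase that acts on lipoproteins, rose from 227.9 to 441.3 CPM (log2 fold change 0.95, edgeR adjusted p 4.18e-04), and *APOA1*, an apolipoprotein, rose from 468.1 to 680.5 CPM (0.54, edgeR adjusted p 6.00e-04). The cytokine gene *IL34* (1.07), the fatty acid receptor gene *CD36* (1.04), the coagulation factor gene *F3* (0.92) and *RGS16* (0.91), whose product damps G protein signals, also rose. *SKP2*, which drives entry into S phase, fell from 319.1 to 202.8 CPM (−0.65), and the nitric oxide synthase gene *NOS2* fell (−0.59).

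The mitochondrial gene *ATP6* (positions 9240 to 9923) had 168 and 145 CPM in AR-siRNA replicates 2 and 4 but 2320 in AR-siRNA replicate 3 and between 2231 and 2661 in the NC-siRNA libraries (edgeR adjusted p 0.443), while its neighbours *ATP8*, *COX2* and *COX3* did not differ in this way. The span of the unnamed mitochondrial transcript at positions 1228 to 16107 holds these genes, and how reads were divided between it and them was not tested. This transcript took 0.804%, 0.859% and 0.395% of counts in AR-siRNA replicates 2, 3 and 4, and 0.437%, 0.358% and 0.908% in NC-siRNA replicates 2, 3 and 4.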
